A study of Homo sapiens with 12 samples. Its data were reported in "Notch signaling promotes a HIF2α-driven hypoxic response in multiple tumor cell types" (2018).

How the data were processed

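The labels described poly-A RNA of DAOY cells made into stranded TruSeq mRNA libraries and sequenced as single 51-base reads on a HiSeq2500, with bcl2fastq 2.17 and CASAVA named for base calling and GRCh37 as the genome. The aligner, the quantifier, the annotation release, the strand setting and the treatment of reads that map to several places were not given in the sources used here. The TPM values had been scaled for gene length and to a fixed sum per library by the authors before they were deposited. The FPKM values, as deposited by the authors, had been scaled for gene length and library size and were a fixed multiple of TPM within each library. The coverage values, as deposited by the authors, were the mean read depth per base of each gene and had not been scaled between libraries. Depth was derived from the ratio of coverage to FPKM, with between 18.3 and 22.4 M reads per library. The tables held 63677 gene identifiers, and identifiers listed several times were summed. Gene types came from GENCODE v29, which matched 52526 identifiers, and coordinates were those of the deposited tables. Pairs of libraries had correlations between 0.924 and 0.976, and 0 of the 66 pairs were duplicates.

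Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1, using a mean-variance trend, for 17621 genes with a mean TPM of at least 1. The model held additive terms for genotype and culture, with 6 residual degrees of freedom, and the interaction models had 4. Because each combination of genotype and culture had 1 library, the error term measured departure from additivity among these libraries, not variation between independent cultures. The main comparisons numbered 7 and the interaction contrasts 6. Adjusted p-values followed Benjamini and Hochberg over all genes of a comparison, and a gene was called to rise or fall at an adjusted p under 0.05. Samples, comparisons, most of the other settings, gene lists and the rule for named genes were fixed before the data were examined.

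Named genes were NOTCH1, NOTCH2, NOTCH3, EPAS1 and HIF1A, the genes of both lists drawn from the study, and the 8 largest rises and 8 largest falls that passed the test, had a log2 difference of at least 1 and kept their sign in every matched pair. Clone names, antisense and long intergenic RNAs, small RNAs and pseudogenes were left out of the last group. For each list, up to 4 members with the largest change were eligible as examples, and the text gives mostly those whose calls held in other settings, a choice made after the values were seen. Genes listed at 0 in a whole group were given as levels without a fold change, and some single genes are not reported here. The clone-named and pseudogene results, NPIPA2, NPIPA3, PDXP, ZNF768 and BLCAP, and the genes of the comparisons with NOTCH2KO libraries left out were chosen after the values were seen.

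The 32 gene lists covered Notch targets, Notch receptors with ligands and machinery, HIF components, hypoxia-induced genes, cell cycle, the SHH, WNT and TGF-β with BMP pathways, integrins, collagens with basement membrane, matrix metalloproteases, EMT, neural, glial, epithelial, blood with endothelial and fibroblast markers, interferon-stimulated genes, NF-κB targets with cytokines, p53 targets, the integrated stress and unfolded protein responses, cholesterol synthesis, immediate-early genes, cancer-testis genes on chromosome X, mitochondrially encoded, histone and ribosomal protein genes, cadherins, guidance receptors, growth factors with receptor kinases, and both lists named by the study. GAGE members of the cancer-testis list had been seen in the gene names of the study beforehand. Lists were tested with fry, which asks whether the members move on balance in one direction, while its mixed form asks whether they move in either. Neither compares the list with other genes, which camera does, with a preset correlation between genes of 0.01 or with a correlation estimated from the libraries.

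The other settings fixed at that stage were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, FPKM in place of TPM, median-centred libraries, a log2 change of at least 1, library weights, each library left out in turn, the genotype or culture term alone, WT libraries left out of the culture comparisons, and disjoint WT libraries for the shared calls. Coverage in place of TPM, chromosome 9 beyond 70 Mb left out, NOTCH2KO libraries left out and DAPT over both plates were added after the data had been seen, the first because the ratio of coverage to FPKM shifted by more than 1.5 times for 5493 tested genes.

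The scripts were tested on simulated data with 200 changed genes. Of changes of 1 in log2, 72% were recovered for NOTCH1KO against WT, 71% for Jagged1 against Fc in DMSO and 66% for DAPT on Jagged1, with 9, 12 and 9 false calls. Of changes of 2, 98%, 93% and 91% were recovered. For the Jagged1 response between genotypes 0% and 30% were recovered, and for the DAPT response 0% and 38%. A list shifted by 0.5 was recovered each time, with 0 of the 31 other lists called. The simulated noise carried no correlation between genes. It therefore does not show how often fry makes false list calls when members are correlated. Shared calls of the knockouts were compared with 50 simulations of unchanged lines against the same WT libraries, and counts of calls with those of other splits of the same libraries.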

Results

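RNA was sequenced from 12 cultures of DAOY, a human medulloblastoma cell line. The cells were wild type (WT) or came from lines in which NOTCH1 or NOTCH2 had been targeted with CRISPR/Cas9 (NOTCH1KO and NOTCH2KO). Each of the 3 genotypes was grown in 4 cultures, on plates coated with Fc (the control protein) or with the Notch ligand Jagged1, and with the solvent DMSO or with DAPT for 12 h. DAPT inhibits γ-secretase, the protease that frees the active Notch fragment. Each combination of genotype and culture had 1 library, so that each genotype had 4 libraries and each culture 3. The WT libraries held 18.3, 20.1, 20.8 and 19.7 M aligned reads in the order Fc with DMSO, Fc with DAPT, Jagged1 with DMSO and Jagged1 with DAPT. In the same order the NOTCH1KO libraries held 18.7, 19.9, 20.9 and 19.7 M and the NOTCH2KO libraries 21.2, 22.4, 20.8 and 21.4 M. A single read in a gene of 1 kb was worth between 0.0947 and 0.117 TPM. Between 17064 and 17790 genes per library had a TPM of at least 1, and 17621 genes entered the tests. Values below are mean TPM ± SD, with n = 4 per genotype or n = 3 per culture, and log2 differences are those of log2(TPM + 1), a scale that understates the change of genes at low levels.

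The targeted genes were examined first, in every library. NOTCH1 (ENSG00000148400, GRCh37 chromosome 9, 139388896 to 139440314) had a TPM of 3.32, 3.10, 3.57 and 2.78 in WT, in the same order of cultures. It had 0.874, 0.278, 0.488 and 0.619 in NOTCH1KO and 4.13, 4.38, 3.36 and 3.97 in NOTCH2KO. NOTCH2 (ENSG00000134250, chromosome 1, 120454176 to 120612240) had 74.9, 74.9, 78.1 and 94.9 in WT, 107, 109, 87.2 and 111 in NOTCH1KO, and 48.0, 41.6, 60.5 and 52.7 in NOTCH2KO. NOTCH1 fell in NOTCH1KO (0.565 ± 0.249 against 3.19 ± 0.337, log2 difference -1.43, adjusted p = 0.000436) and NOTCH2 fell in NOTCH2KO (50.7 ± 7.95 against 80.7 ± 9.56, -0.67, adjusted p = 0.00879). NOTCH2 in NOTCH1KO (103 ± 10.9, 0.35, adjusted p = 0.0756) and NOTCH1 in NOTCH2KO (3.96 ± 0.432, 0.24, adjusted p = 0.275) did not pass the test. The gene tables give levels per gene, so that transcripts with and without an edited site could not be told apart, and how reads shared by NOTCH2 and NOTCH2NL were assigned was not given in the sources used here.

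**Figure D1:**
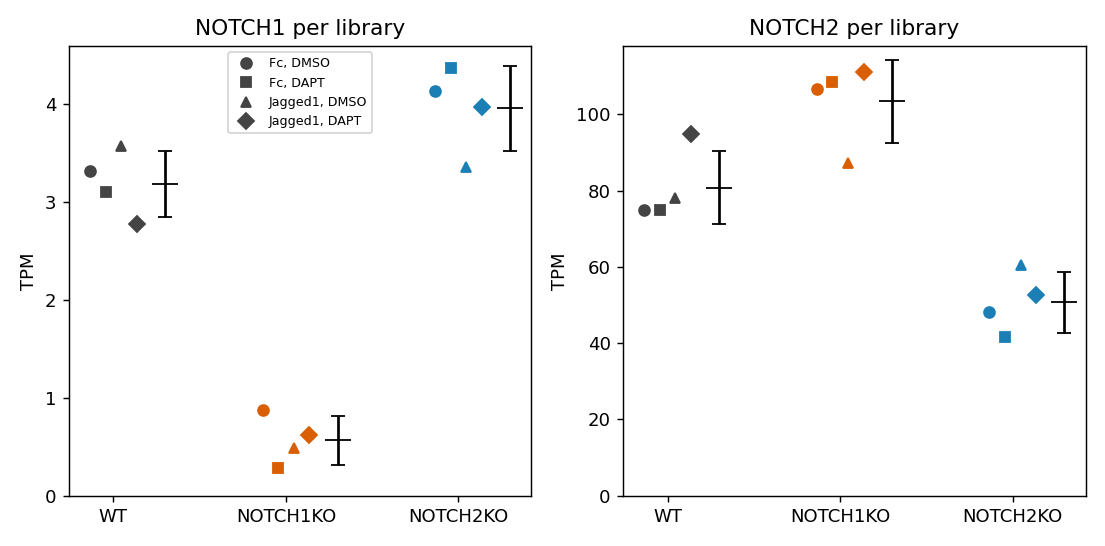
TPM of NOTCH1 and NOTCH2 in each of the 12 libraries by genotype, 1 point per library with the symbol giving the culture, beside the mean and SD of the 4 libraries. NOTCH1 was at 0.565 in NOTCH1KO against 3.19 in WT, and NOTCH2 at 50.7 in NOTCH2KO against 80.7 in WT.

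The comparison of NOTCH1KO with WT asked which genes differed in cells with NOTCH1 targeted. The matricellular protein gene WISP1 rose from 6.64 ± 6.2 to 53.3 ± 31.2 (log2 difference 2.95, adjusted p = 0.000294), and TGFB2, which encodes a transforming growth factor, rose from 8.62 ± 1.53 to 32.0 ± 7.69 (1.76, adjusted p = 0.000173). The laminin receptor subunit gene ITGB4 fell from 14.7 ± 5.52 to 0.523 ± 0.973 (-3.46, adjusted p = 0.000173), and VEGFA, which encodes an angiogenic factor, fell from 181 ± 39.2 to 69.8 ± 13.2 (-1.36, adjusted p = 0.000247). HIF1A fell (206 ± 25.6 against 290 ± 75.9, -0.46, adjusted p = 0.0117), while EPAS1, the gene for HIF2α, stood at 17.5 ± 5.86 against 22.9 ± 13.5 (-0.28, adjusted p = 0.326). NOTCH3 was at 2.28 ± 3.24 against 4.54 ± 7.8 (-0.25, adjusted p = 0.817). The largest rises were those of the cancer-testis gene PAGE2B (23.2 against 0.182, 4.39), PLAC8 (3.12), WISP1 and the membrane metalloprotease gene MME (2.64). SERPINB7, PPAPDC1A, HAPLN1 and PRR9 followed with log2 differences of 2.55, 2.41, 2.36 and 2.36. The largest falls were those of PAGE1 (0.746 against 19.5, -3.70), CPXM2 (0.00751 against 10.7, -3.54), AKR1C3 (0.843 against 18.8, -3.49) and ITGB4, ahead of TMEM179 (-3.00), H2BFS (-2.85), HIST1H2BK (-2.78) and NPTX2 (-2.70).

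Genes of innate immune and stress responses were lower in part in NOTCH1KO. Of 37 interferon-stimulated genes 29 fell and 0 rose (31 and 0 adjusted over the list alone), with the antiviral genes IFI44L at 0.546 ± 0.378 against 8.61 ± 2.17 (-2.64), ISG15 at -2.03, RSAD2 at -2.01 and OAS1 at -1.94. That list had an adjusted p of 4.85e-05 by fry and an adjusted p = 0.118 with an estimated correlation. Of 26 NF-κB targets and cytokines 14 fell and 1 rose (14 and 1 adjusted over the list alone), among them the chemokine genes CXCL1 (66.6 against 210, -1.73) and CXCL2 (-1.63), with adjusted p = 0.00622 by fry and adjusted p = 0.486 with an estimated correlation. Of 24 genes of the integrated stress and unfolded protein responses 9 fell and 3 rose (14 and 4 adjusted over the list alone), CHAC1 at -2.31, SESN2 at -1.84 and the serine synthesis gene PSAT1 at -1.68 (adjusted p = 7.36e-05 by fry and adjusted p = 0.12 with an estimated correlation). Of 20 p53 targets 7 fell and 0 rose (8 and 0 adjusted over the list alone), including GDF15 (-1.48), PHLDA3 (-1.37) and DDB2 (-1.18), with adjusted p = 0.000288 by fry and adjusted p = 0.12 with an estimated correlation. Of 27 immediate-early genes 10 fell and 2 rose (12 and 4 adjusted over the list alone), with KLF4 at -1.92, JUNB at -1.47 and the phosphatase gene DUSP2 at 1.02 (adjusted p = 0.00116 by fry and adjusted p = 0.244 with an estimated correlation). JUNB lost its call without the WT library on Fc with DMSO.

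Of 16 replication-dependent histone genes, whose main transcripts lack a poly-A tail, 11 fell and 0 rose (12 and 0 adjusted over the list alone). HIST1H2BK fell from 291 ± 25.3 to 41.8 ± 8.01 (-2.78), HIST1H2BC at -2.36 and HIST1H2BD at -2.12 (adjusted p = 4.85e-05 by fry and adjusted p = 0.12 with an estimated correlation). Of 45 cell cycle genes 11 rose and 0 fell (12 and 0 adjusted over the list alone), with CCNA2 at 112 against 72.6 (0.61), CENPF at 0.61 and TOP2A at 0.56 (adjusted p = 0.00228 by fry and adjusted p = 0.232 with an estimated correlation). CENPF was no longer called without the NOTCH1KO library on Fc with DMSO. Of 23 genes of cholesterol synthesis 8 rose and 0 fell (11 and 0 adjusted over the list alone), among them the synthase gene HMGCS1 (111 ± 15 against 44.8 ± 5.64, 1.30) and CYP51A1 (0.76), with adjusted p = 0.000784 by fry and adjusted p = 0.199 with an estimated correlation. Of 11 protocadherins and cadherins 4 rose and 0 fell (6 and 1 adjusted over the list alone), PCDHB5 by 0.82 (adjusted p = 0.000314 by fry and adjusted p = 0.173 with an estimated correlation). CDH2 rose by 0.59 and was no longer called without the WT library on Fc with DMSO. The 44 ribosomal protein genes showed 3 falls and 0 rises (2 and 0 adjusted over the list alone; RPL35 -1.17, RPL12 -0.61), with adjusted p = 0.402 by fry. Among 15 mitochondrially encoded genes 1 fell, MT-ND3 (-0.62), and 0 rose (1 and 0 adjusted over the list alone), with a median of 0.05, a mean of -0.30 and adjusted p = 0.948 by fry.

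The Notch and hypoxia lists moved in part. Of 21 Notch target genes 6 fell and 2 rose (6 and 2 adjusted over the list alone), with adjusted p = 0.15 by fry. The cell cycle inhibitor gene CDKN1A fell by 1.05 and was not called with coverage in place of TPM, and HES4 fell by 1.02 and was not called with a pseudocount of 0.1. HEY1 was at 11.9 ± 13.1 against 21.6 ± 23.4 (-0.81, adjusted p = 0.122). Of 36 genes of Notch receptors, ligands and machinery 5 fell and 4 rose (5 and 4 adjusted over the list alone), among them NOTCH1 and the glycosyltransferase gene RFNG (-0.92), with adjusted p = 0.429 by fry. Of 18 HIF pathway components 3 rose and 2 fell (3 and 2 adjusted over the list alone), with ARNT2 at 0.61 and the prolyl hydroxylase gene EGLN1 at 0.47 (adjusted p = 0.256 by fry). Of 41 hypoxia-induced genes 8 fell and 2 rose (8 and 2 adjusted over the list alone), the mTORC1 inhibitor gene DDIT4 from 60.6 ± 14.7 to 9.13 ± 4.35 (-2.68), the lysyl oxidase gene LOX from 189 to 69.6 (-1.45) and CA9 at -1.33. That list had adjusted p = 0.000314 by fry and adjusted p = 0.232 with an estimated correlation, and its median was -0.06.

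Genes of developmental signalling and of the cell surface moved both ways. Of 14 SHH pathway genes 4 fell and 1 rose (5 and 2 adjusted over the list alone), with the receptor genes GAS1 at -1.29, PTCH1 at -1.24 and BOC at -1.23 (adjusted p = 0.0116 by fry and adjusted p = 0.505 with an estimated correlation). Of 22 WNT genes 4 fell and 2 rose (4 and 2 adjusted over the list alone), DKK3 and TCF7L1 (-0.73) among the falls (adjusted p = 0.0159 by fry and adjusted p = 0.535 with an estimated correlation). Of 25 TGF-β and BMP targets 8 rose and 3 fell (8 and 7 adjusted over the list alone), with the BMP antagonist gene GREM1 at 191 against 64.8 (1.85), CTGF at 945 against 439 (1.08) and the activin-binding protein gene FST at -1.92 (adjusted p = 0.0116 by fry and adjusted p = 0.505 with an estimated correlation). Of 17 integrins 3 fell and 2 rose (3 and 2 adjusted over the list alone), ITGB4 at -3.46 and ITGB6 at -1.41 (adjusted p = 0.0257 by fry and adjusted p = 0.505 with an estimated correlation). Of 21 matrix metalloproteases and inhibitors 8 fell and 2 rose (10 and 2 adjusted over the list alone), MMP14 from 455 ± 51 to 183 ± 23.3 (-1.31) and MMP9 at -1.27 (adjusted p = 0.000643 by fry and adjusted p = 0.232 with an estimated correlation). Of 33 genes of collagens and basement membrane 8 rose and 7 fell (8 and 9 adjusted over the list alone), COL12A1 at 2.16 and COL6A1 at -1.01, with adjusted p = 0.109 by fry. Of 30 semaphorins, ephrins and guidance receptors 8 fell and 2 rose (8 and 4 adjusted over the list alone), SLIT3 at -1.41 and PLXNA2 at -1.05 (adjusted p = 0.00622 by fry and adjusted p = 0.504 with an estimated correlation). Of 29 growth factors and receptor tyrosine kinases 7 fell and 3 rose (9 and 5 adjusted over the list alone), IGFBP6 at -1.67 and FGFR2 at 0.95 (adjusted p = 0.0116 by fry and adjusted p = 0.505 with an estimated correlation).

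Markers of other cell types were read beside these groups. Among 11 epithelial markers 4 fell and 0 rose (4 and 0 adjusted over the list alone; KRT14 -2.25), with adjusted p = 0.0163 by fry and adjusted p = 0.494 with an estimated correlation, and the fry call was lost with coverage in place of TPM. Among 10 fibroblast markers 4 fell and 1 rose (6 and 2 adjusted over the list alone), the serine protease gene FAP at -0.99 and the calcium-binding protein gene S100A4 at 0.65 (adjusted p = 0.00923 by fry and adjusted p = 0.504 with an estimated correlation). For 6 blood and endothelial markers, of which 2 rose and 2 fell (2 and 4 adjusted over the list alone; LCP1 1.28, ERG -1.14), the median was -0.64 and the mean -0.02 while fry pointed up, with adjusted p = 0.23. Of 4 glial genes 2 fell and 1 rose (2 and 1 adjusted over the list alone), with PDGFRA at -0.79 and adjusted p = 0.242 by fry. Of 21 neural progenitor and neuronal genes 5 fell and 2 rose (7 and 3 adjusted over the list alone), with the intermediate filament gene NES at 6.50 ± 1.82 against 0.730 ± 0.36 (2.11) and LHX2 at -1.17 (adjusted p = 0.0568 by fry). Of 18 EMT and mesenchymal genes 3 fell and 2 rose (3 and 4 adjusted over the list alone), ACTA2 among the falls (adjusted p = 0.256 by fry), while PRRX1 (-1.71) lost its call with coverage in place of TPM. Of 22 cancer-testis genes on chromosome X 5 fell and 3 rose (5 and 4 adjusted over the list alone), with MAGEC2 at 9.31 ± 0.552 against 62.9 ± 2.86 (-2.63) and SSX2 listed at 0 in NOTCH1KO. For that list the median was 0.09, the mean -0.06 and the fry direction down, with adjusted p = 0.0758.

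The list of knockout-line genes was drawn from the study's results on these samples, so its counts are not independent evidence. The other list drawn from the study, called the HIF and Notch list here, holds genes named from its other experiments. The paper gives NOTCH3, TGFB2 and ID3 as HIF2α-dependent and VEGF as regulated by hypoxia. It gives NRARP, HES4 and HEY1 as canonical Notch targets and does not state that they depend on HIF. In the list of knockout-line genes, 4 of 8 rose and 3 fell (4 and 3 adjusted over the list alone), with adjusted p = 0.453 by fry. WISP1 rose by 2.95 and HCLS1, a haematopoietic signalling adaptor gene, from 1.16 ± 0.16 to 6.80 ± 0.593 (1.85). DNER (0.64) and PID1 (0.45) rose as well, the latter not with a pseudocount of 0.1, while GDA fell from 4.78 ± 1.13 to 0.179 ± 0.0785 (-2.27), ITGBL1 at -1.71 and ITGB4 at -3.46. EEF1A2 was at -0.55 (adjusted p = 0.209). In the HIF and Notch list, 2 of 7 fell (VEGFA and HES4) and 1 rose (TGFB2), or 3 and 1 adjusted over the list alone, with adjusted p = 0.242 by fry. ID3 was at -0.46 (adjusted p = 0.0764) and NRARP at 0.22 (adjusted p = 0.339). The fry direction was up with medians of -0.05 for HIF components and for the knockout-line list and of -0.07 for collagens, and down with a median of 0.01 for Notch receptors and machinery.

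Genes on the long arm of chromosome 9 stood apart. Across 315 protein-coding genes between 70 and 150 Mb with a mean TPM of at least 5, the median log2 difference of NOTCH1KO from WT was -0.78 (quartiles -1.07 and -0.50), against 0.01 in the rest of the genome. The median was -0.71, -0.80, -0.84 and -0.72 in the 4 cultures and -0.19 in NOTCH2KO. The 8 windows of 10 Mb in this stretch lay between -0.88 and -0.63, and the lowest of 238 other windows, on chromosome 14 from 100 Mb, at -0.59. NOTCH1 lies in this stretch, as do PTCH1, GAS1, LHX2, GDA, PSAT1, KLF4, RPL35, RPL12 and RPL7A, all called lower. NRARP (0.22), COL5A1 (0.00), HSPA5 (0.08) and TGFBR1 (-0.56) lie there too and were not called. Of all types, 295 of the 474 genes tested in the stretch fell, or 13.1% of all falls, and 9 rose.

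**Figure D2:**
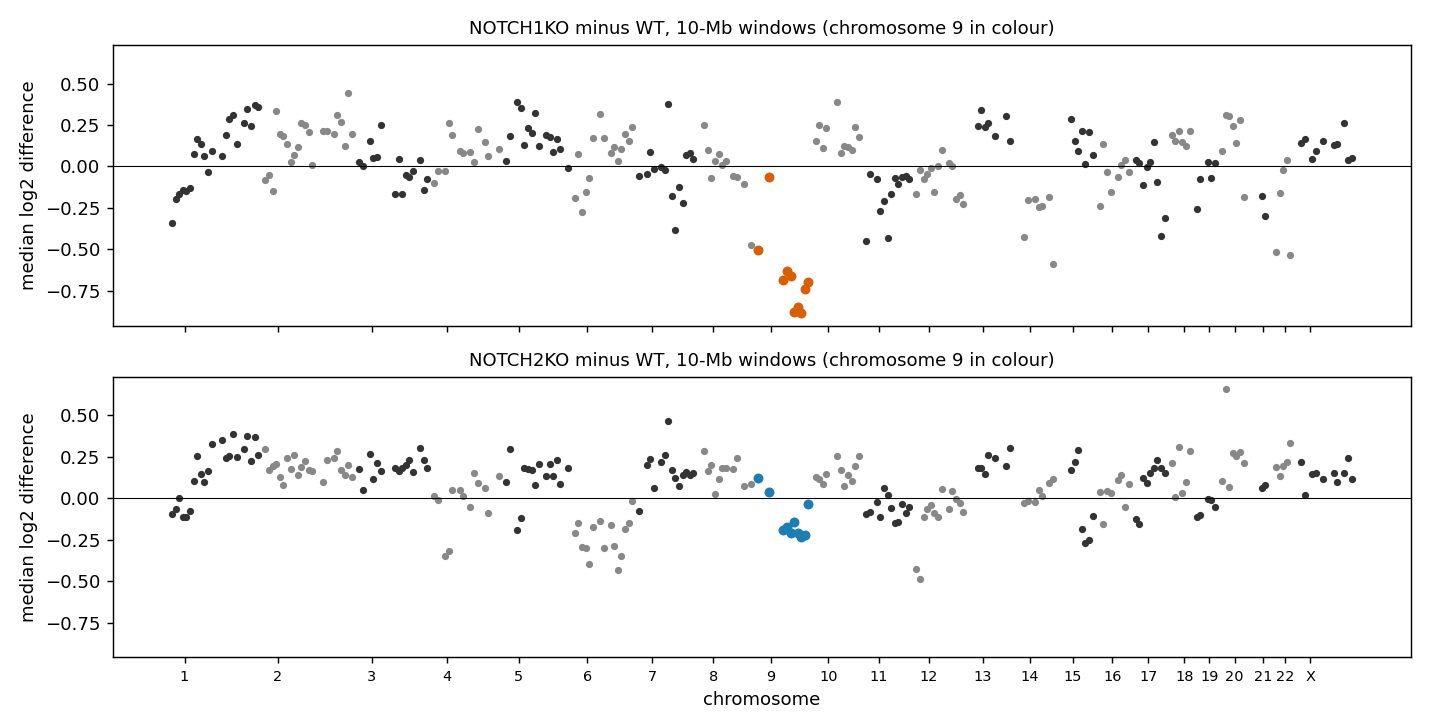
Median log2 difference from WT of the protein-coding genes in windows of 10 Mb along the genome, 1 point per window of at least 15 genes, with NOTCH1KO above, NOTCH2KO below and chromosome 9 in colour. In NOTCH1KO the 8 windows of chromosome 9 beyond 70 Mb lay between -0.88 and -0.63, below all 238 other windows.

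By limma 1884 genes were higher and 2253 lower in NOTCH1KO than in WT, 23.5% of those tested, and 6615 had an unadjusted p under 0.05. Of these calls 208 rises and 590 falls reached a log2 difference of 1. The p-values measure departure from additivity among these 12 libraries, and 1 line per genotype was sequenced. The count of rises was 1116 without the WT library on Fc with DMSO, 1128 without WT on Fc with DAPT and 1124 without NOTCH1KO on Fc with DMSO.

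The comparison of NOTCH2KO with WT asked the same of NOTCH2. SHH, which encodes the Sonic hedgehog ligand, rose from 1.29 ± 0.94 to 9.51 ± 1.48 (log2 difference 2.28, adjusted p = 0.000151), and the activin-binding protein gene FST rose from 5.10 ± 2.89 to 29.8 ± 2.26 (2.46, adjusted p = 0.000717). DNER, a non-canonical Notch ligand gene, fell from 24.9 ± 1.16 to 0.217 ± 0.0772 (-4.41, adjusted p = 9.77e-08), and PID1 from 10.1 ± 1.84 to 0.0182 ± 0.0364 (-3.43, adjusted p = 1.47e-06). EPAS1 rose from 22.9 ± 13.5 to 39.1 ± 17.1 (0.78, adjusted p = 0.0252), a call that did not hold without the NOTCH2KO library on Fc with DMSO, while HIF1A was at 304 ± 34.5 against 290 ± 75.9 (0.10, adjusted p = 0.542). NOTCH3 was at 0.499 ± 0.552 against 4.54 ± 7.8 (-0.96, adjusted p = 0.355). The cancer-testis gene SPANXC had 180 ± 7.65 in NOTCH2KO and was listed at 0 in WT, and SPANXB1/B2 had 770 against 94.4, and the assignment of reads among these near-identical genes is uncertain. The leukocyte integrin gene ITGB2 (8.49 ± 0.811 against 0.305 ± 0.159, 2.87), the neuronal gene STMN2 (2.85), COLEC12 (2.74), CACNG4 (2.73) and ESM1 (2.66) rose most beside them. C3orf14 (0.0562 against 22.2, -4.46), the cancer-testis gene MAGEB2 (2.21 against 68.3, -4.45), NAA11 (-4.22), RPL10L (-3.71) and FOXR2 (-3.51) fell most beside DNER, and PAGE1 was listed at 0 in NOTCH2KO against 19.5 in WT.

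Developmental signalling genes were higher in part in NOTCH2KO. Of 14 SHH pathway genes 7 rose and 0 fell (7 and 0 adjusted over the list alone), among them SHH, FOXF1 (1.22) and SFRP1 (104 against 45.4, 1.18), with adjusted p = 0.000431 by fry and adjusted p = 0.191 with an estimated correlation. SFRP1 encodes a secreted WNT antagonist. Of 22 WNT genes 7 rose and 0 fell (8 and 1 adjusted over the list alone), the WNT inhibitor gene DKK1 from 32.0 to 101 (1.82) and the ligand gene WNT7B by 0.91 (adjusted p = 0.000106 by fry and adjusted p = 0.166 with an estimated correlation). Of 25 TGF-β and BMP targets 11 rose and 1 fell (11 and 1 adjusted over the list alone), with LTBP2 at 1.38, CYR61 at 760 against 350 (1.15) and CTGF at 929 against 439 (1.11), with adjusted p = 2.06e-05 by fry and adjusted p = 0.12 with an estimated correlation. Of 29 growth factors and receptor tyrosine kinases 11 rose and 2 fell (11 and 2 adjusted over the list alone), IGFBP2 by 1.48 and FGFR2 among the rises (adjusted p = 0.00208 by fry and adjusted p = 0.285 with an estimated correlation). Of 30 semaphorins, ephrins and guidance receptors 10 rose and 2 fell (13 and 3 adjusted over the list alone), SEMA6A by 1.62 and the netrin receptor gene UNC5B at -1.21 (adjusted p = 0.000106 by fry and adjusted p = 0.124 with an estimated correlation). Of 11 protocadherins and cadherins 5 rose and 0 fell (5 and 0 adjusted over the list alone), PCDHB5 and CDH4 by 1.18 each (adjusted p = 2.06e-05 by fry and adjusted p = 0.12 with an estimated correlation). Of 17 integrins 5 rose and 2 fell (7 and 2 adjusted over the list alone), ITGB2 by 2.87 and ITGA4 by 0.76 (adjusted p = 0.000816 by fry and adjusted p = 0.285 with an estimated correlation). Of 21 neural progenitor and neuronal genes 5 rose and 1 fell (5 and 2 adjusted over the list alone), MSI1 by 1.13 and NES by 1.02 (adjusted p = 0.000378 by fry and adjusted p = 0.285 with an estimated correlation). Of 4 glial genes 2 rose and 0 fell (2 and 0 adjusted over the list alone), PDGFRA and OLIG2 (0.85) (adjusted p = 0.000514 by fry and adjusted p = 0.268 with an estimated correlation).

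Genes of cholesterol synthesis were higher in part and ribosomal protein genes lower in part. Of 23 genes of cholesterol synthesis 9 rose and 0 fell (13 and 0 adjusted over the list alone), with HSD17B7 at 0.97 and LSS at 0.68 (adjusted p = 0.000514 by fry and adjusted p = 0.169 with an estimated correlation). Of 44 ribosomal protein genes 9 fell and 0 rose (9 and 0 adjusted over the list alone), RPS25 at -0.52 and RPL6 at -0.45 (adjusted p = 0.005 by fry and adjusted p = 0.147 with an estimated correlation). Of 37 interferon-stimulated genes 6 fell and 0 rose (6 and 0 adjusted over the list alone), RSAD2 at -1.83 and OASL from 190 to 88.5, with adjusted p = 0.0155 by fry and adjusted p = 0.268 with an estimated correlation. NF-κB targets and cytokines showed 3 rises and 4 falls among 26 (3 and 4 adjusted over the list alone), with TNF at -1.26 and CCL2 at 0.83 (adjusted p = 0.998 by fry). p53 targets showed 2 falls among 20, AEN (-0.62) and PMAIP1 (-0.61), and 0 rises (2 and 0 adjusted over the list alone), with adjusted p = 0.948 by fry. Genes of the integrated stress and unfolded protein responses showed 5 rises and 7 falls among 24 (7 and 8 adjusted over the list alone), with PSAT1 at -1.36 and CRELD2 at 0.92 (adjusted p = 0.336 by fry). Among 27 immediate-early genes 4 rose and 2 fell (4 and 2 adjusted over the list alone), DUSP1 by 0.95 (adjusted p = 0.0626 by fry). Among 45 cell cycle genes 3 rose and 3 fell (1 and 3 adjusted over the list alone), AURKB at -0.75 (adjusted p = 0.0747 by fry). Among 16 replication-dependent histone genes 2 fell, HIST1H2BK at -2.12 and HIST1H2BC at -0.48, and 1 rose (2 and 1 adjusted over the list alone), with adjusted p = 0.14 by fry. Of 15 mitochondrially encoded genes 0 were called (adjusted p = 0.46 by fry).

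Notch targets, HIF components and hypoxia-induced genes moved in both directions in NOTCH2KO. Of 21 Notch target genes 2 rose and 2 fell (2 and 2 adjusted over the list alone), with SOX9 at 40.3 against 21.6 (0.86), and adjusted p = 0.557 by fry. Of 36 genes of Notch receptors, ligands and machinery 5 rose and 2 fell (5 and 2 adjusted over the list alone), PSEN2 by 0.96 and DNER at -4.41, with a median of 0.10, a mean of 0.03 and the fry direction down (adjusted p = 0.0779). Of 18 HIF pathway components 3 rose and 1 fell (3 and 1 adjusted over the list alone), ARNT2 by 0.68 and CITED2 at -0.59 (adjusted p = 0.0639 by fry). Of 41 hypoxia-induced genes 3 fell and 2 rose (3 and 2 adjusted over the list alone), DDIT4 from 60.6 to 18.0 (-1.67) and VEGFA from 181 ± 39.2 to 113 ± 17.2 (-0.66), with adjusted p = 0.741 by fry. In the HIF and Notch list, 1 of 7 rose (TGFB2, 1.07) and 1 fell (VEGFA), as they did adjusted over the list alone (adjusted p = 0.998 by fry). The study's list of knockout-line genes is not independent evidence. In it 3 of 8 rose and 4 fell (3 and 4 adjusted over the list alone). EEF1A2 rose from 5.20 ± 1.95 to 18.7 ± 1.93 (1.72), ITGBL1 by 1.19 and GDA by 0.89. WISP1 fell by 1.18 and HCLS1 by 0.40, calls that ended without the NOTCH2KO library on Fc with DMSO. For this list the median was 0.07, the mean -0.63 and the fry direction down, with adjusted p = 2.06e-05 and adjusted p = 0.603 with an estimated correlation. The HIF and Notch list had a median of -0.20 with the fry direction up, and NF-κB targets a median of 0.04 with a mean of -0.00.

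Matrix genes and markers of other cell types moved in both directions in NOTCH2KO. Of 33 genes of collagens and basement membrane 10 rose and 6 fell (13 and 6 adjusted over the list alone), COL12A1 by 2.62 (adjusted p = 0.0747 by fry). Of 21 matrix metalloproteases and inhibitors 3 rose and 3 fell (5 and 3 adjusted over the list alone), MMP11 by 1.61 and MMP7 at -2.30 (adjusted p = 0.515 by fry). Of 18 EMT and mesenchymal genes 2 rose and 3 fell (5 and 3 adjusted over the list alone), CLDN1 by 1.19 (adjusted p = 0.0211 by fry and adjusted p = 0.799 with an estimated correlation), and this list was not called in median-centred libraries. CLDN1 encodes a tight junction protein. Of 10 fibroblast markers 4 fell and 3 rose (6 and 3 adjusted over the list alone), FAP from 25.3 ± 7.27 to 3.32 ± 1.17 (-2.61) and FBLN1 among the rises (adjusted p = 0.000557 by fry and adjusted p = 0.24 with an estimated correlation). Of 11 epithelial markers 2 fell and 1 rose (3 and 1 adjusted over the list alone), KRT14 at -2.05, with adjusted p = 0.0167 by fry and adjusted p = 0.219 with an estimated correlation, and the fry call was lost with coverage in place of TPM. Of 6 blood and endothelial markers 2 rose and 1 fell (3 and 2 adjusted over the list alone), ERG by 0.60 (adjusted p = 0.0639 by fry). Of 22 cancer-testis genes on chromosome X 7 fell and 1 rose (7 and 2 adjusted over the list alone), XAGE1A at -2.42, with adjusted p = 2.67e-05 by fry and adjusted p = 0.124 with an estimated correlation. Its GAGE members had been seen in the study's gene table beforehand.

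By limma 2109 genes were higher and 1296 lower in NOTCH2KO than in WT, 19.3% of those tested, with 5827 at an unadjusted p under 0.05 and 401 rises and 204 falls of at least 1 in log2. After each library was centred on its median the split was 1657 and 1699. The counts of rises and falls were 1216 and 809 without WT on Fc with DMSO, 1335 and 817 without WT on Jagged1 with DMSO, 1309 and 819 without NOTCH2KO on Fc with DMSO, and 1316 and 815 without NOTCH2KO on Jagged1 with DAPT. There were 1281 rises without NOTCH2KO on Jagged1 with DMSO, and 842 falls without WT on Jagged1 with DAPT.

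**Figure D3:**
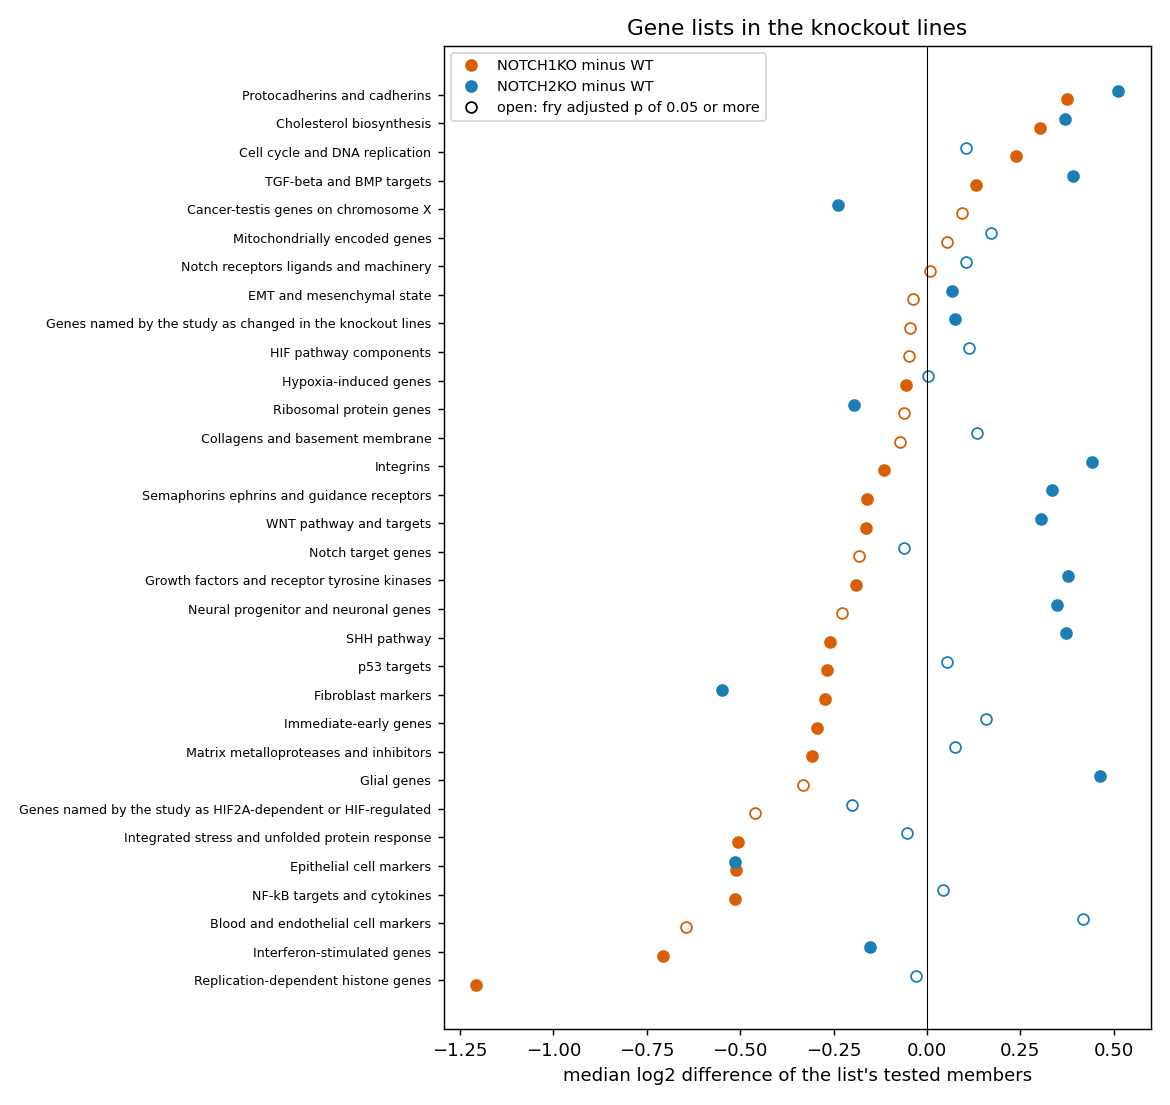
Median log2 difference from WT of the tested members of each of the 32 gene lists, 1 point per list and knockout, filled where fry gave an adjusted p under 0.05 and open otherwise. Histone genes lay lowest in NOTCH1KO, at -1.21, and protocadherins and cadherins highest in NOTCH2KO, at 0.51.

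The knockout lines were then compared with each other, to test which differences set them apart. EPAS1 was higher in NOTCH2KO than in NOTCH1KO (39.1 ± 17.1 against 17.5 ± 5.86, 1.06, adjusted p = 0.00427), as were HIF1A (304 against 206, 0.56, adjusted p = 0.00357), VEGFA (0.70, adjusted p = 0.0032) and ID3 (0.78, adjusted p = 0.00811). TGFB2 was lower (-0.70). All 8 genes of the study's knockout-line list, which is not independent evidence, differed, with ITGB4 (4.01), GDA (3.16), ITGBL1 (2.90) and EEF1A2 (2.27) higher in NOTCH2KO and DNER (-5.05), WISP1 (-4.13), PID1 (-3.88) and HCLS1 (-2.25) lower. For that list fry gave adjusted p = 2.35e-05 and adjusted p = 0.683 with an estimated correlation. FST (4.38), CPXM2 (4.54) and SHH (2.72) were higher in NOTCH2KO, and C3orf14 (-5.12), MAGEB2 (-4.78) and the matrix protein gene THBS2 (2.18 against 69.9, -4.48) were lower, as was the PDGF receptor gene PDGFRB (5.71 against 29.5, -1.89).

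Interferon-stimulated genes were higher in NOTCH2KO than in NOTCH1KO for 26 of 37 members and lower for 0 (28 and 0 adjusted over the list alone), with IFI44L at 1.90 and IRF7 at 1.72 (adjusted p = 4.77e-05 by fry and adjusted p = 0.117 with an estimated correlation). Histone genes were higher for 12 of 16 (13 adjusted over the list alone), HIST2H2BE by 1.97 (adjusted p = 4.17e-05 by fry and adjusted p = 0.117 with an estimated correlation). SHH pathway genes were higher for 10 of 14 and lower for 0 (11 and 0 adjusted over the list alone), with adjusted p = 4.17e-05 by fry and adjusted p = 0.117 with an estimated correlation. Genes of the integrated stress and unfolded protein responses were higher for 13 of 24 and lower for 1 (14 and 1 adjusted over the list alone; VLDLR 1.53), with adjusted p = 4.53e-05 by fry and adjusted p = 0.117 with an estimated correlation. Hypoxia-induced genes were higher for 9 of 41 and lower for 4 (9 and 4 adjusted over the list alone; LOX 1.39), with adjusted p = 9.49e-05 by fry and adjusted p = 0.292 with an estimated correlation. Notch target genes were higher for 6 of 21 and lower for 3 (8 and 3 adjusted over the list alone), among them DTX1 (1.09), with adjusted p = 0.287 by fry. Cancer-testis genes were lower for 7 of 22 and higher for 1 (8 and 1 adjusted over the list alone), with adjusted p = 4.53e-05 by fry and adjusted p = 0.117 with an estimated correlation. The smallest adjusted p with an estimated correlation was 0.117 here and 0.118 and 0.12 for NOTCH1KO and NOTCH2KO against WT, so that no list call between genotypes held with it.

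By limma 3489 genes were higher and 2089 lower in NOTCH2KO than in NOTCH1KO, 31.7% of those tested, with 7535 at an unadjusted p under 0.05 and 945 and 259 of at least 1 in log2. After centring on the median the split was 2962 and 2765. Genes that differed from both other genotypes were counted for each line, with 850 higher and 1566 lower in NOTCH1KO and 1200 higher and 734 lower in NOTCH2KO.

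Changes shared by the knockouts were counted because both lines were compared with the same WT libraries. DDIT4, VEGFA, PSAT1 and HIST1H2BK fell in both lines and TGFB2, COL12A1 and NES rose in both. In all 588 genes rose in both, where 225 would if the calls were independent, 416 fell in both, where 166 would, and 304 moved in opposite directions. The log2 differences of the lines from WT had a covariance of 0.0805 across genes, which are not independent replicates. In 50 simulations of unchanged knockouts that shared their WT libraries it was at most 0.0414. With disjoint WT libraries, where no WT library is shared, it lay between 0.0364 and 0.0521 over 6 splits. Sharing of libraries cannot produce that range, so it is not to be read against the simulations. These values argue against the shared WT libraries as the only source of the covariance. Both lines were still compared with the same WT line. The simulations had 0 shared calls, but 0 were also expected there from independent calls, so they set no level for the shared counts. The counts expected from independent calls do not allow for the shared WT libraries. With disjoint WT libraries the fits had 2 residual degrees of freedom and shared on average 0.167 rises and 1.17 falls. Independent calls would have shared 0.0115 and 0.0794 there. The correlation was 0.32 in the data and 0.50 on average in the simulations, where the shared WT libraries set it, so that this pair of values decides nothing. With disjoint WT libraries it was 0.139 on average over 6 splits, between 0.0992 and 0.172.

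The Jagged1 plate was compared with the Fc plate in DMSO to find genes that moved with the Notch ligand, 3 libraries against 3. The effector gene HEY1 had 35.5 ± 19.4 on Jagged1 against 10.1 ± 1.99 on Fc (log2 difference 1.59, adjusted p = 0.271), and the ligand gene JAG1 125 ± 17.6 against 58.6 ± 20.8 (1.13, adjusted p = 0.37). EPAS1, at 42.7 ± 17.8 on Jagged1, differed by 1.13 in log2 from Fc (adjusted p = 0.22) and HIF1A 331 ± 83.8 against 257 ± 37.9 (0.34, adjusted p = 0.385). Each of these was higher on Jagged1 in all 3 genotypes, and none passed the test. HEY1 was 4.91 times as high on Jagged1 as on Fc in WT, 4.01 times in NOTCH1KO and 1.66 times in NOTCH2KO, and EPAS1 3.07, 2.19 and 1.74 times. NOTCH3 went from 1.72 to 16.2 in WT, was 3.91 times as high on Jagged1 in NOTCH1KO, and had 0.246 on Fc and 0.237 on Jagged1 in NOTCH2KO (7.81 ± 8.01 against 1.25 ± 0.871, 1.39, adjusted p = 0.522). VEGFA was at 0.36 (adjusted p = 0.428), NRARP at 0.16 (adjusted p = 0.755), HES4 at 1.00 (adjusted p = 0.38), TGFB2 at 0.13 (adjusted p = 0.782) and ID3 at 0.16 (adjusted p = 0.762). Of 21 Notch target genes 0 were called over all genes and 3 rose adjusted over the list alone (adjusted p = 0.206 by fry and adjusted p = 0.697 with an estimated correlation). Camera with its preset correlation of 0.01 gave that list an adjusted p = 0.00298, and fry called no list.

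**Figure D4:**
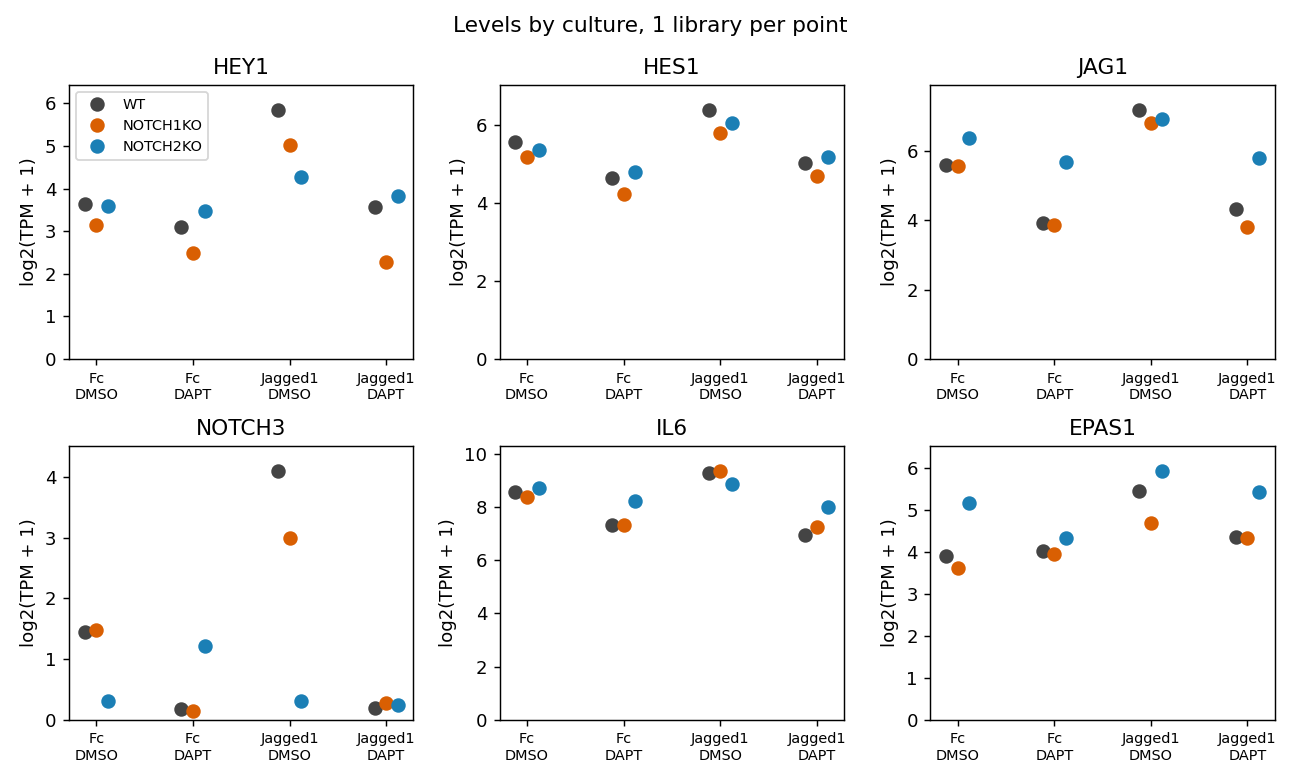
Log2(TPM + 1) of HEY1, HES1, JAG1, NOTCH3, IL6 and EPAS1 in the 4 cultures, 1 point per library, coloured by genotype. HEY1 was highest in WT on Jagged1 with DMSO, 4.91 times its level on Fc, and NOTCH3 in NOTCH2KO was at 0.246 on Fc and 0.237 on Jagged1 with DMSO.

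By limma 2 genes were higher on Jagged1 in DMSO and 0 lower, with 1901 at an unadjusted p under 0.05. The 2 were NPIPA2 and NPIPA3, near-identical genes listed at 0 in the 3 libraries on Fc with DMSO and at 8.35 ± 1.47 and 8.15 ± 1.21 on Jagged1. They had 8.71 ± 1.55 and 8.62 ± 1.61 on Fc with DAPT, so that only the libraries on Fc with DMSO were at 0 and the calls did not follow the ligand. Without the NOTCH2KO library on Jagged1 with DMSO 27 genes were higher and 15 lower, HEY1 (2.17), VCAM1 (2.85) and TGFBR1 among the first and EDN1 (-1.47) among the second. With all NOTCH2KO libraries left out, a setting chosen after seeing that result and with 3 residual degrees of freedom, 2 were higher and 2 lower. In DAPT 1 gene was higher on Jagged1 and 0 lower, with 836 at an unadjusted p under 0.05. It was the clone-named CTD-2210P15.2, listed at 0 in the 3 libraries on Fc with DAPT. In DAPT EPAS1 had 27.0 against 16.3 (0.61, adjusted p = 1) and HES1 was at 0.41 (adjusted p = 1), and no list was called by fry, whose smallest adjusted p was 0.271. The count in DAPT reached 4 rises and 2 falls when single libraries were left out.

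DAPT was compared with DMSO on Jagged1 to find genes that depended on γ-secretase on the ligand, again 3 libraries against 3. The cytokine gene IL11 (chromosome 19, 55875757 to 55881831) fell from 110 ± 26.9 to 18.3 ± 2.63 (log2 difference -2.51, adjusted p = 0.0237) and the Notch effector gene HES1 (chromosome 3, 193853934 to 193856521) from 68.0 ± 14.5 to 30.8 ± 5.41 (-1.11, adjusted p = 0.0478). The acetylcholine receptor gene CHRNA9 (3.11 against 13.7, -1.76), the basement membrane collagen gene COL4A1 (69.9 against 133, -0.95) and the protease-activated receptor gene F2RL1 (282 against 627, -1.13) fell too, all in each of the 3 genotypes. All 5 calls ended without the NOTCH1KO library on Jagged1 with DAPT. JAG1 was at -2.33 (adjusted p = 0.082), HEY1 at -1.83 (adjusted p = 0.151), NOTCH3 at -2.23 (adjusted p = 0.344), EPAS1 at -0.65 (adjusted p = 0.349) and HIF1A at -0.42 (adjusted p = 0.247).

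TGF-β and BMP targets had 6 falls and 1 rise among 25 adjusted over the list alone and 0 over all genes (adjusted p = 0.00669 by fry and adjusted p = 0.072 with an estimated correlation), with INHBA at -1.23 (adjusted p = 0.082). Notch target genes had 12 falls among 21 adjusted over the list alone and 1 over all genes (adjusted p = 0.021 by fry and adjusted p = 0.117 with an estimated correlation). NF-κB targets and cytokines had 15 falls among 26 adjusted over the list alone and 1 over all genes, IL11 (adjusted p = 0.021 by fry and adjusted p = 0.172 with an estimated correlation). Collagens and basement membrane genes had 10 falls among 33 adjusted over the list alone and 1 over all genes, COL4A1 (adjusted p = 0.021 by fry and adjusted p = 0.117 with an estimated correlation). Fibroblast markers had 3 falls among 10 adjusted over the list alone and 0 over all genes (adjusted p = 0.021 by fry and adjusted p = 0.117 with an estimated correlation). Immediate-early genes had 6 falls among 27 adjusted over the list alone and 0 over all genes (adjusted p = 0.021 by fry and adjusted p = 0.158 with an estimated correlation). The HIF and Notch list had 4 falls among 7 adjusted over the list alone and 0 over all genes (adjusted p = 0.021 by fry and adjusted p = 0.117 with an estimated correlation). Its largest falls were those of NOTCH3 (-2.23) and the canonical Notch targets HEY1 (-1.83), HES4 (-1.14) and NRARP (-0.53). TGFB2, ID3 and VEGFA were at -0.36, -0.27 and -0.13. Semaphorins, ephrins and guidance receptors had 3 falls among 30 adjusted over the list alone and 0 over all genes (adjusted p = 0.0393 by fry and adjusted p = 0.27 with an estimated correlation), a call lost with a pseudocount of 0.1.

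By limma 5 genes were lower and 0 higher with DAPT on Jagged1, with 1939 at an unadjusted p under 0.05. Without the NOTCH2KO library on Jagged1 with DMSO 87 were lower and 31 higher, the former with NOTCH3 (-3.31), JAG1 (-2.83), PDGFRB (-2.82) and HEY1 (-2.41). With all NOTCH2KO libraries left out 0 were called. That fit had 3 residual degrees of freedom against 6 in the main model, so the 0 does not speak against those calls. In the NOTCH2KO library on Jagged1 with DMSO, HEY1 was 1.66 times and NOTCH3 0.967 times its level on Fc, against 4.91 and 9.44 times in WT. HES1 was 1.63 times and CHRNA9 1.98 times its level on Fc there, near the 1.78 and 2.08 times of WT, so that the low response did not extend to every gene. On Fc, without that library, DAPT also lowered HEY1 less in NOTCH2KO (-0.12 in log2) than in WT (-0.56) and NOTCH1KO (-0.65). The same held for JAG1 (-0.71 against -1.65 and -1.70) and IL6 (-0.47 against -1.23 and -1.04). It did not hold for COL4A1 (-0.81 against -0.71 and -0.92) or EPAS1 (-0.82 against 0.12 and 0.33). A weaker ligand culture cannot account for the values on Fc. For the 1 library on Jagged1 with DMSO, the response of the line and a weaker ligand culture cannot be separated.

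On Fc plates DAPT was compared with DMSO without added ligand. COL4A1 fell from 114 ± 59.9 to 63.2 ± 29.9 (-0.81, adjusted p = 0.0372) and the secreted glycoprotein gene ANGPTL2 from 85.4 ± 49.3 to 44.6 ± 33.2 (-1.02, adjusted p = 0.0372). Both calls ended without the NOTCH1KO library on Fc with DAPT or without other single libraries. IL11 had 24.5 ± 7.75 against 77.2 ± 14.3 (-1.66, adjusted p = 0.108) and HES1 stood at -0.82 (adjusted p = 0.131). EPAS1 was at -0.12 (adjusted p = 0.961). TGF-β and BMP targets had 7 falls among 25 adjusted over the list alone and 0 over all genes (adjusted p = 0.00264 by fry, 0.0379 with an estimated correlation). Collagens and basement membrane genes had 10 falls among 33 adjusted over the list alone and 1 over all genes (adjusted p = 0.0174 by fry, 0.0383 with an estimated correlation). Immediate-early genes had 1 fall among 27 adjusted over the list alone and 0 over all genes (adjusted p = 0.0176 by fry, 0.0383 with an estimated correlation). Fibroblast markers had 2 falls among 10 adjusted over the list alone and 0 over all genes (adjusted p = 0.0323 by fry, 0.0417 with an estimated correlation), and these were the only list calls of the planned comparisons that held with that correlation. WNT genes (adjusted p = 0.0353 by fry and adjusted p = 0.143 with an estimated correlation) and EMT genes (adjusted p = 0.0435 by fry and adjusted p = 0.138 with an estimated correlation) were lower by fry, with 1 and 4 falls adjusted over the list alone and 0 over all genes, the latter call lost with coverage in place of TPM. Notch target genes had 1 fall among 21 adjusted over the list alone and 0 over all genes (adjusted p = 0.11 by fry).

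By limma 3 genes were higher and 3 lower with DAPT on Fc, with 1082 at an unadjusted p under 0.05. Beside COL4A1 and ANGPTL2 these were NPIPA2, NPIPA3, CTD-2210P15.2 and RP4-706A16.3, the last at 388.5, 418.3 and 414.4 on Fc with DAPT and between 240.9 and 269.5 in the other 9 libraries. The lowest count without a single library was 1 fall.

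DAPT was then compared with DMSO over both plates, with 6 pairs of libraries, an alternative added after the data had been seen. IL11 fell by 2.08 in log2 (lower in 6 of 6 pairs, adjusted p = 0.00245), JAG1 was at -1.84 (adjusted p = 0.0352), IL6 at -1.34 (adjusted p = 0.0411), HAS2, a hyaluronan synthase gene, at -1.15 (adjusted p = 0.00903), HES1 at -0.96 (adjusted p = 0.00496) and COL4A1 at -0.88 (adjusted p = 0.00181). The drug transporter gene ABCG2 (0.82) and the desaturase gene FADS2 (0.55) were higher. By limma 12 genes were higher and 43 lower, with 1841 at an unadjusted p under 0.05. Of these calls 4 rest on levels that stood apart on 1 plate only, those of NPIPA2 and NPIPA3, which had the largest rises, RP4-706A16.3 and CTD-2210P15.2. TGF-β and BMP targets were lower as a list (adjusted p = 0.000997 by fry, 0.0197 with an estimated correlation), as were collagens, fibroblast markers and immediate-early genes (adjusted p = 0.00435 by fry, 0.0333 with an estimated correlation for each). Notch target genes were lower by fry (adjusted p = 0.00676 and adjusted p = 0.068 with an estimated correlation). Cholesterol synthesis (adjusted p = 0.0151 and adjusted p = 0.0872 with an estimated correlation) and cell cycle genes (adjusted p = 0.0243 and adjusted p = 0.0935 with an estimated correlation) were higher by fry, and the other lists that fry called were lower. None of those other lists held with an estimated correlation, at adjusted p between 0.068 and 0.243.

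Whether the genotypes responded differently to ligand or drug was tested with interaction terms. BLCAP was at 0.952 in NOTCH2KO on Jagged1 with DMSO against 69.1, 73.3 and 68.2 in the other NOTCH2KO libraries, and WT was low in the same culture too, at 18.2 against 56.4, 58.0 and 65.7. ZNF768 was listed at 0 in WT on Jagged1 with DMSO and at 20.1, 21.4 and 20.5 in the other WT libraries. The response to Jagged1 differed for 15 genes between NOTCH1KO and WT, 15 between NOTCH2KO and WT and 15 between the knockouts, with 954, 1038 and 1259 at an unadjusted p under 0.05. These 45 calls fell on 26 genes, and each contrast set 1 library per genotype, that on Jagged1 with DMSO, against the other 3 cultures. With coverage in place of TPM the BLCAP call against WT was lost (adjusted p = 0.319). The response to DAPT differed for 2 genes between NOTCH1KO and WT, PDXP and the pseudogene RPL17P50. PDXP was listed at 0 in the 3 libraries on Fc with DMSO and in both NOTCH1KO libraries with DAPT, and between 30.2 and 49.9 in the other 7, and RPL17P50 at 0 in all but the NOTCH1KO libraries with DAPT (13.4 and 14.2). Between NOTCH2KO and NOTCH1KO it differed for 4, the same pair and the pseudogenes AC016734.2 and CTD-2031P19.4, and between NOTCH2KO and WT for 0 (smallest adjusted p = 0.191, 592 at an unadjusted p under 0.05). HEY1, NOTCH3 and EPAS1 were not called in any interaction, and neither was any list (smallest adjusted p = 0.0697 by fry). Simulated differences of 1 in log2 were recovered in 0% of cases for the Jagged1 response of NOTCH1KO and WT, so that differences of that size were not detectable here.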

Values the study reported

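The study described 166 genes as upregulated in both the NOTCH1 and the NOTCH2 knockout lines, 349 only in the NOTCH1 line and 541 only in the NOTCH2 line. It described 195 genes as downregulated in both, 825 only in the NOTCH1 line and 270 only in the NOTCH2 line. WISP1 and HCLS1 were its examples of genes raised only in the NOTCH1 line, and EEF1A2 and ITGBL1 of those raised only in the NOTCH2 line. GDA and ITGB4 were its examples of genes lowered only in the NOTCH1 line, and DNER and PID1 of those lowered only in the NOTCH2 line. The thresholds behind these counts were not given in the sources used here.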

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

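Each count here was that of a difference between groups tested directly, NOTCH2KO against NOTCH1KO by a contrast and the responses by interaction terms, and all of these tests were planned before the data were examined. NOTCH2KO and NOTCH1KO differed for 5578 genes, 31.7% of those tested. The Jagged1 response set the 1 library of a genotype on Jagged1 with DMSO against its other 3 cultures, so that each of these calls rests on single libraries and is no evidence of a different response to the ligand. It differed for 15 genes between NOTCH1KO and WT, for 15 between NOTCH2KO and WT and for 15 between the knockouts. The DAPT response differed for 2 genes between NOTCH1KO and WT and for 4 between the knockouts. PDXP was called in both, and was listed at 0 in the 3 libraries on Fc with DMSO and in both NOTCH1KO libraries with DAPT, and between 30.2 and 49.9 in the others, so that this call rests on levels listed as absent or present.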

How the results depend on the processing

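Most settings were planned, and coverage, chromosome 9 left out, NOTCH2KO left out and DAPT over both plates were added after the data had been seen. Among the reported counts 84 were stronger and 74 weaker across settings by a factor of 1.5, and the others changed by less or stayed the same. Other results were each compared with the main setting once per setting, and of these comparisons 31751 stayed the same, 112 were stronger and 634 weaker. None changed direction. Results called in neither setting count as the same, so the 31751 do not measure how stable the calls were. The cause was not tested for any of these changes.

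With a log2 change of at least 1 the rises and falls were 208 and 590 for NOTCH1KO against WT, 401 and 204 for NOTCH2KO against WT and 945 and 259 for NOTCH2KO against NOTCH1KO, and 48 genes rose in both knockouts, 75 fell in both and 21 moved in opposite directions. Without a filter 2 genes were lower on Jagged1 in DMSO, 0 were lower with DAPT on Jagged1, 6 were higher and 6 lower with DAPT on Fc, and 2 were lower on Jagged1 in DAPT. The same setting gave 439, 519 and 452 genes for the Jagged1 responses of NOTCH1KO minus WT, NOTCH2KO minus WT and NOTCH2KO minus NOTCH1KO, and 1 and 10 for the DAPT responses of the last pair. With a mean TPM of at least 5, 1 gene was lower on Jagged1 in DAPT, 9 differed in the Jagged1 response of NOTCH1KO minus WT and 1 in its DAPT response. With FPKM 2 genes were lower with DAPT on Jagged1 and 2 differed in the DAPT response between the knockouts. In median-centred libraries 3 genes were lower with DAPT on Jagged1, 2 differed in the DAPT response between the knockouts, and 1 list was higher with DAPT on Jagged1.

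With library weights 2 genes were higher and 11 lower with DAPT on Jagged1, 10 and 24 with DAPT on Fc, and 2 and 1 on Jagged1 in DAPT. Weights gave 103, 176 and 182 genes for the Jagged1 responses in the order above, and 1 each for the DAPT responses of NOTCH1KO and NOTCH2KO minus WT. With a pseudocount of 0.1, 1 gene differed in the DAPT response of NOTCH1KO minus WT and 1 list was higher in the Jagged1 response between the knockouts. With the culture term alone 1 gene was lower with DAPT on either plate. With WT left out 4 genes were higher and 3 lower on Jagged1 in DMSO, 3 and 0 with DAPT on Jagged1, 5 were higher with DAPT on Fc, and 5 were higher and 3 lower on Jagged1 in DAPT. With disjoint WT libraries 0.167 genes rose in both knockouts, 1.17 fell in both and 1 moved in opposite directions.

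With coverage 1 gene was lower on Jagged1 in DMSO and 1 in DAPT, 25 and 32 differed in the Jagged1 responses of NOTCH1KO and NOTCH2KO minus WT, and 5 in the DAPT response of NOTCH1KO minus WT. Coverage also gave 1 list higher with DAPT on each plate, 1 lower in the Jagged1 response of NOTCH2KO minus WT, 1 higher and 1 lower in that between the knockouts, and 488 genes moving in opposite directions. With NOTCH2KO left out 2 genes were lower on Jagged1 in DMSO, 0 with DAPT on Jagged1, and 0 were higher on Jagged1 in DAPT. These fits had 3 residual degrees of freedom. With DAPT taken over both plates 12 genes were higher and 43 lower. Without chromosome 9 beyond 70 Mb 1829 genes were higher and 1911 lower in NOTCH1KO than in WT.

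Leaving out single libraries gave between 1116 and 1848 rises and between 1509 and 2171 falls for NOTCH1KO against WT, 1216 to 2481 and 809 to 1558 for NOTCH2KO against WT, and 2666 to 3497 and 1454 to 2033 for NOTCH2KO against NOTCH1KO. The ranges were 2 to 27 and 0 to 15 for Jagged1 in DMSO, 0 to 31 and 0 to 87 for DAPT on Jagged1, 2 to 3 and 1 to 5 for DAPT on Fc, and 1 to 4 and 0 to 2 for Jagged1 in DAPT. For the Jagged1 responses, in the order above, they were 11 to 25, 9 to 16 and 13 to 25, and for the DAPT responses 0 to 13, 0 to 11 and 0 to 12.

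Each combination of genotype and culture had 1 library, matched through the additive terms, so that p-values measured departure from additivity. Each genotype was 1 line. Libraries held between 18.3 and 22.4 M reads, which limits genes at low levels. Levels per gene do not separate isoforms, and the strand setting was not given in the sources used here.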

Other observations

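Genes of other chromosome stretches also shifted together in NOTCH2KO, all described after the result was seen. The window of 10 Mb with the largest shift was that from 10 to 20 Mb on chromosome 20, with a median of 0.66 over 24 genes, and it holds JAG1, which was not called against WT (adjusted p = 0.0701). Across 549 protein-coding genes of chromosome 6 the median log2 difference of NOTCH2KO from WT was -0.27, and 223 falls, or 17.2%, lay there. On chromosome 12 below 20 Mb the median of 89 genes was -0.43, and on chromosome 1 beyond 110 Mb that of 517 genes was 0.28 in NOTCH2KO and 0.22 in NOTCH1KO. On chromosome 19 the median difference of NOTCH1KO from WT was -0.44 on Fc with DAPT and 0.00, 0.02 and 0.18 in the other cultures. The shift of this library was not confined to that chromosome, with -0.29 on chromosome 22 against -0.01, -0.05 and 0.05, and 0.47 on chromosome 13 against 0.33, 0.10 and 0.10, so that it differed from its own genotype on several chromosomes.

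Differences of the knockouts from WT were also followed into DAPT. Genes that differed most in DMSO kept a median ratio of 0.886 in NOTCH1KO (614 genes, 34 with changed sign) and of 0.746 in NOTCH2KO (559 genes, 40 with changed sign). For genes chosen on the DAPT libraries the ratio of the difference under DMSO to that under DAPT was 0.809 in NOTCH1KO over 552 genes and 0.909 in NOTCH2KO over 444.

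All tests weighed here were chosen after the result was seen, except the tests with coverage for chromosome 9 and with 99 splits for DAPT over both plates. The bounds of both were set before their outcome was seen, in settings that were themselves added after the data had been seen. Lower levels on chromosome 9 beyond 70 Mb in NOTCH1KO may come from fewer DNA copies, from signalling that DAPT stops, or from the isoform step behind TPM. The WT response to DAPT over these genes had a median of 0.0224, which argues against signalling that 12 h of DAPT stops, and the region's median with coverage was -0.75, which argues against the isoform step. That 97.8% of the genes lay below 0 restates how the stretch was picked and argues neither way, so that fewer copies stay open, with no DNA measured. A loss that arose in the line by chance and a loss tied to the edited site, which lies in this stretch, could not be told apart.

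The genes called for the Jagged1 response between genotypes could reflect the isoform step, reads shared with overlapping or near-identical genes, or a true response. With coverage in place of TPM 8.89% of the 45 calls were lost, which argues against the isoform step as their main source. Of the 26 genes 57.7% were not protein-coding, against 28.5% of those tested, which fits shared reads. A true response stays open, since each contrast rested on 1 library per genotype.

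The differences of the knockouts that persisted in DAPT could reflect signalling that 12 h of DAPT stops, or stable differences between lines. Differences that came from such signalling would largely disappear under DAPT. In NOTCH1KO the 614 genes that differed most in DMSO had a median ratio of 0.886, with quartiles from 0.614 to 1.06. Of these genes 34 changed sign. These values argue against such signalling as the source of most of these differences in NOTCH1KO, but leave it open for a part of them. In NOTCH2KO the median ratio was 0.746, with quartiles from 0.463 to 0.934, which also leaves such signalling open for a part of the differences. With genes chosen on the DAPT libraries the ratio of DMSO to DAPT was 0.809 in NOTCH1KO and 0.909 in NOTCH2KO, the reverse order. The ratios therefore do not set the lines apart. Long-lived effects of the targeting and other differences between the lines were not tested and stay open for both.

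For the counts between genotypes, 1 of 35 splits reached each real value of 4137, 3405 and 5578, and the highest others were 4, 4 and 2, which excludes chance only if libraries of different cultures can be exchanged. Within cultures there are 8 splits, too few for a share under 0.05, with the highest others at 1, 0 and 1. For DAPT over both plates the real value of 55 was reached by 1 of 99 splits (highest other 30). That excludes chance only if libraries of different genotypes and plates can be exchanged. Within pairs it was reached by 1 of 32 (highest other 4), the smallest share these splits allow. This argues against chance for the count, in a comparison added after the data had been seen. Of the 55 calls 4 rest on levels that stood apart on 1 plate. For the culture comparisons 10 splits are too few for a share under 0.05. On Jagged1 in DMSO the real value was 2 and the highest other 2, reached in 2 splits. With DAPT on Jagged1 they were 5 and 2, and with DAPT on Fc 6 and 3, each reached in 1 split. On Jagged1 in DAPT they were 1 and 2, with 6 splits at the real value or above.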
